A study of Homo sapiens with 14 samples.

How the data were processed

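RNA sequencing was carried out on 14 libraries of SK-N-BE2, an established neuroblastoma cell line with an amplified MYCN gene. Per the labels' protocols, RNA was isolated with TRIzol and strand-specific libraries were made by an oligo-dT protocol, which captures polyadenylated RNA. The libraries fell into 7 groups of 2 replicates and 2 labelled batches. Batch 1 held cells given water (H2O), 10 µM CoCl2 or 50 µM CoCl2. Cobalt chloride is a metal salt commonly used to stabilise hypoxia-inducible factors (HIF). Batch 2 held cells labelled wild type (WT) and cells labelled TET2 knockout 1, 2 and 3. TET2 encodes an enzyme that oxidises 5-methylcytosine in DNA. The labels do not say how the knockouts were made, so knockout numbers were treated as separate groups. Each group was read from the labels, and replicate numbers were those of the sample titles.

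The deposited values were raw counts per gene name. Per the file headers, the authors made these counts with featureCounts, version 1.5.3 for batch 1 and version 2.0.5 for batch 2, over exons of protein-coding genes of GENCODE release 33, in GRCh38 coordinates. Per the file headers, the paired-end option was set and no strand option was given, so reads of overlapping genes on opposite strands were not separated. The aligner and its version were not stated in the headers or the labels. In version 1.5.3 the paired-end option counts fragments. In version 2.0.5 it counts each read unless a further option, absent from the headers, is set. Among counts from 1 to 10, between 39.0% and 42.3% were even in batch 1 and between 77.3% and 80.5% in batch 2. A batch 2 count therefore mostly stood for a read, 2 to a fragment, and the batch 2 totals overstate the number of fragments. All 13 mitochondrial genes were at 0 in every batch 1 library and were counted in every batch 2 library.

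Total counts per library were 31214128 to 39540111 in batch 1 and 52095024 to 59263320 in batch 2. The tables held 19923 genes. Replicate agreement was checked with a chi-square test of the counts of each pair over genes with a summed count of at least 20. The chi-square per gene was 1.32 for H2O, 1.23 for 10 µM CoCl2 and 1.47 for 50 µM CoCl2, against 1 for counting noise alone. All 3 pairs differed by more than counting noise, with the largest of the p-values at 5.58e-67, so each replicate was counted separately. In batch 2 the chi-square per gene was 3.87 to 5.52, and 1.95 to 2.83 after each count was divided by 2. Intervals and errors here cover counting error and the spread between the replicates deposited. Whether replicates were separate cultures was not stated, and batch 1 replicates differed by little more than counting noise. Small adjusted p-values in batch 1 therefore describe these libraries, and the number of independent cultures behind them is unknown.

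Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM normalization, estimateDisp, glmQLFit with robust = TRUE, glmQLFTest). Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Each batch was fitted separately with 1 coefficient per group, over 13636 genes in batch 1 and 14061 in batch 2. The quasi-dispersion method of edgeR version 4 was named for the main test before the data were examined, as were the groups, the comparisons, the 7 gene lists, the rule for named genes and most of the alternatives. In this release that method has to be requested (legacy = FALSE). The average of the labelled knockouts weighted each knockout number alike. The difference among the 3 labelled knockouts was tested with 1 F-test on 2 degrees of freedom. The H2O and WT controls were compared in a fit of all 14 libraries over 14493 genes, in which batch and culture cannot be told apart. Standard errors (SE) of log2 fold changes were the fold change divided by the square root of F. CPM values are read counts normalised to the TMM-scaled library totals, computed from the deposited counts, and SD is the standard deviation between replicates.

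One setting of the main test was added after the results had been seen. The deviance that edgeR 4.0.16 computes below a negative binomial dispersion of 1e-04 was compared with the exact formula. At a dispersion of 9.9e-05 it was 2.086 times the exact value for a mean count of 10000 and 1057 times for a mean of 1e+05, while at 0.0001001 the ratio was 1. The dispersion estimated for batch 1 was 7.66e-05, so abundant genes were affected. All fits used a dispersion of at least 0.0001001. Without this floor the calls were 2989 for 10 µM, 8318 for 50 µM and 7134 between the doses, against 3098, 8378 and 7198 with it. The estimates for batch 2 (0.000463) and for all 14 libraries (0.000327) lay above the floor and were not changed.

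Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 21 tests (7 lists in 3 comparisons). Another 28 tests, of the same lists in each labelled knockout and in knockout 2 against the mean of knockouts 1 and 3, were added after the values per knockout had been seen and adjusted on their own. The lists were HIF targets, metal and oxidative stress genes, HOX genes, other developmental Polycomb targets, adrenergic identity, mesenchymal identity and neuronal differentiation genes. They were written from general knowledge and do not come from these samples. In the lists, 2 members have no row in the tables used here and were not analysed. Fibroblast and endothelial marker lists and a sterol synthesis list were written after the first results had been seen.

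Named genes followed a fixed rule. It took 12 preset genes, of which 11 were analysed here. It took the 5 largest rises and the 5 largest falls in each of 3 comparisons, among called genes with a mean of at least 1 CPM and every treated library on one side of both controls. It took the 3 largest changes in each direction among genes called in all 3 labelled knockouts, and the 3 members of each list with the smallest adjusted p. A gene taken by this rule among the falls at 50 µM is not reported here. HMGCS1, MYC and, in the knockouts, MT2A were named outside this rule and are marked where they appear. DDX1, MT1G, SOX9 and CD44 were also outside it and are not marked. The same holds for the endothelial markers and for the fibroblast markers COL1A2, PDGFRA and PDGFRB. Coordinates are those of the count files (GRCh38). Overlaps with other genes were taken from GENCODE release 29, because the annotation of the count files was not used here.

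The tests were run on simulated counts drawn from the means and library sizes of the real groups, with 200 genes changed 2-fold. For 50 µM CoCl2 against H2O, edgeR recovered 93.5% of the changed genes among 13542 genes, with 9 false calls among 196. For 10 µM it recovered 93.5% among 13539 genes (10 false calls among 197), for the average of the knockouts 88.0% among 13873 (12 among 188) and for knockout 1 86.0% among 13864 (5 among 177). In 20 simulations of unchanged groups that shared their controls, at most 3 genes were called for 50 µM and at most 1 for 10 µM.

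Alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, other gene filters, other quasi-dispersion settings, a threshold of 1 on the absolute log2 fold change, other sets of libraries in the fit, the replicate number as a term, and fits that left out each library in turn. Chosen after seeing the data were fits without the dispersion floor, with batch 2 counts divided by 2 and with offsets for GC content and gene length. Their effects are given in the closing section.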

Results

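Polyadenylated RNA was measured in 14 SK-N-BE2 libraries, 2 per group, in 2 batches. Batch 1 addressed the response to CoCl2 at 10 and 50 µM against H2O. Batch 2 addressed loss of TET2, with 3 labelled knockouts against WT. Total counts were 31214128 to 39540111 per library in batch 1 and 52095024 to 59263320 in batch 2, where most counts stood for single reads of a pair. Comparisons were made within a batch, apart from that of the 2 controls. All adjusted p-values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, unless DESeq2 is named, and values after ± are SD with n = 2 libraries unless another n is given.

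The targeted gene was examined first. TET2 (chromosome 4, 105145875 to 105279816, plus strand) was measured at 67.8 ± 4.30 CPM in WT, and at 78.5 ± 2.71, 89.2 ± 2.67 and 71.8 ± 5.08 CPM in the libraries labelled TET2 knockout 1, 2 and 3. Its mRNA was thus not lower in any labelled knockout. The log2 fold change against WT was 0.21 (SE 0.05, adjusted p 0.000664) for knockout 1, 0.40 (SE 0.05, adjusted p 3.86e-12) for knockout 2 and 0.08 (SE 0.05, adjusted p 0.301) for knockout 3. Counts per gene do not show whether a transcript carries an edit, so TET2 loss could not be checked in these data. The libraries are called labelled knockouts throughout, and every direction given for them rests on the labels.

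**Figure D1:**
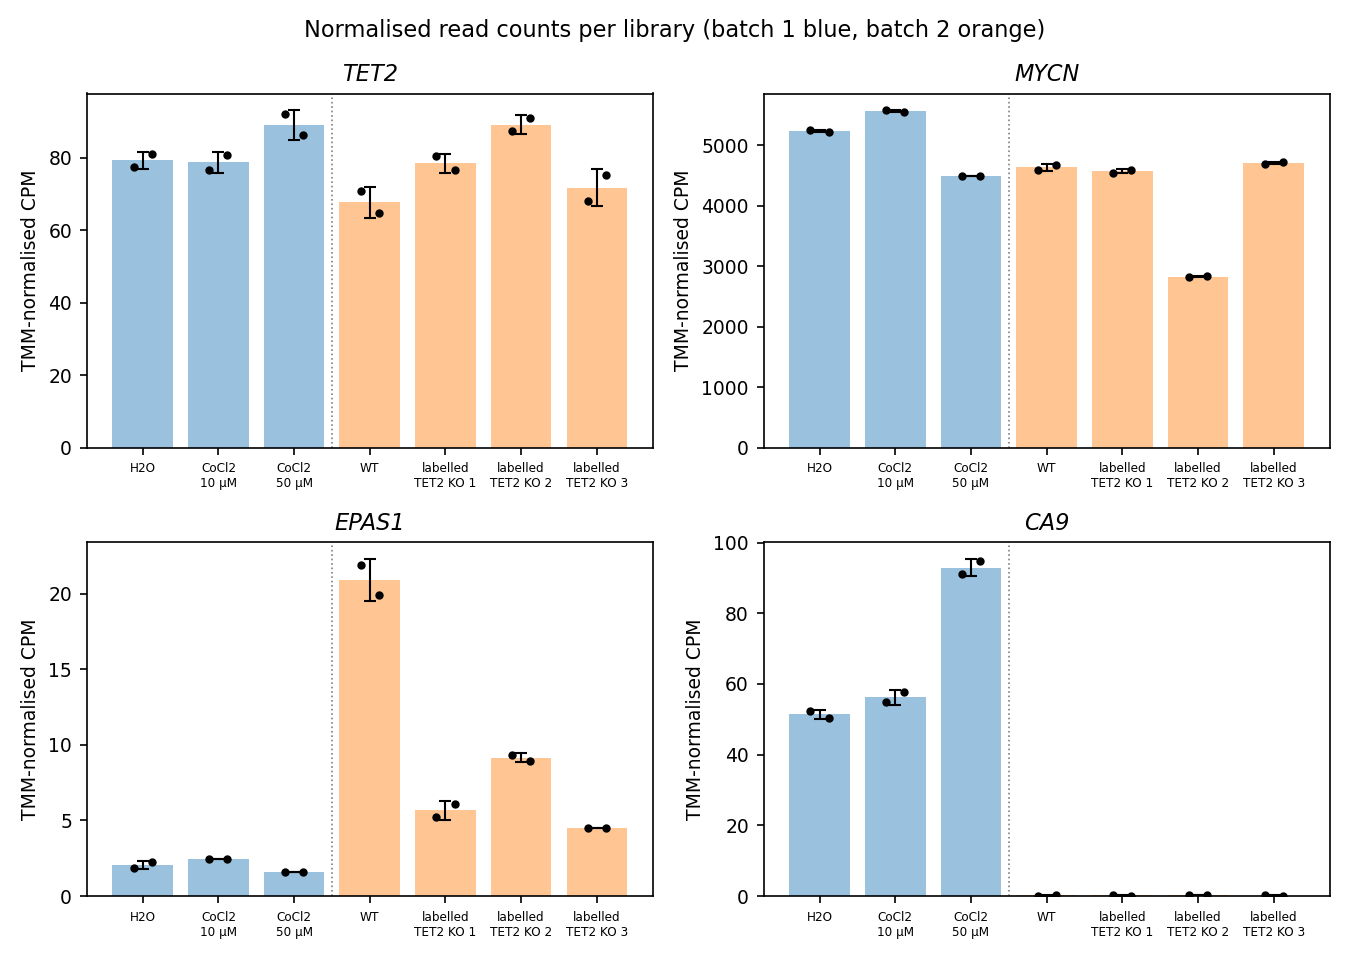
TMM-normalised CPM of TET2, MYCN, EPAS1 and CA9 (vertical axes) in the 7 groups (horizontal axes), with bars for the mean, error bars for the SD and points for the 2 libraries of each group. TET2 was not lower in the labelled knockouts than in WT, MYCN was lowest in labelled knockout 2, and CA9 was at 51.4 CPM in H2O but 0.224 CPM in WT.

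CoCl2 at 50 µM changed 8378 of 13636 genes tested (61.4%), with 4142 higher and 4236 lower than in H2O. Most changes were small, with a median absolute log2 fold change of 0.24 among called genes, and 635 genes changed at least 2-fold (294 higher, 341 lower). At 10 µM, 3098 genes were called (1586 higher, 1512 lower), of which 62 changed at least 2-fold. The number at 10 µM depended on the tool and the fit more than the number at 50 µM did. DESeq2 called 1066 genes at 10 µM and 6006 at 50 µM, and a fit of all 14 libraries called 796 and 6113. Tested directly, 7198 genes differed between the doses in edgeR and 4758 in DESeq2.

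**Figure D2:**
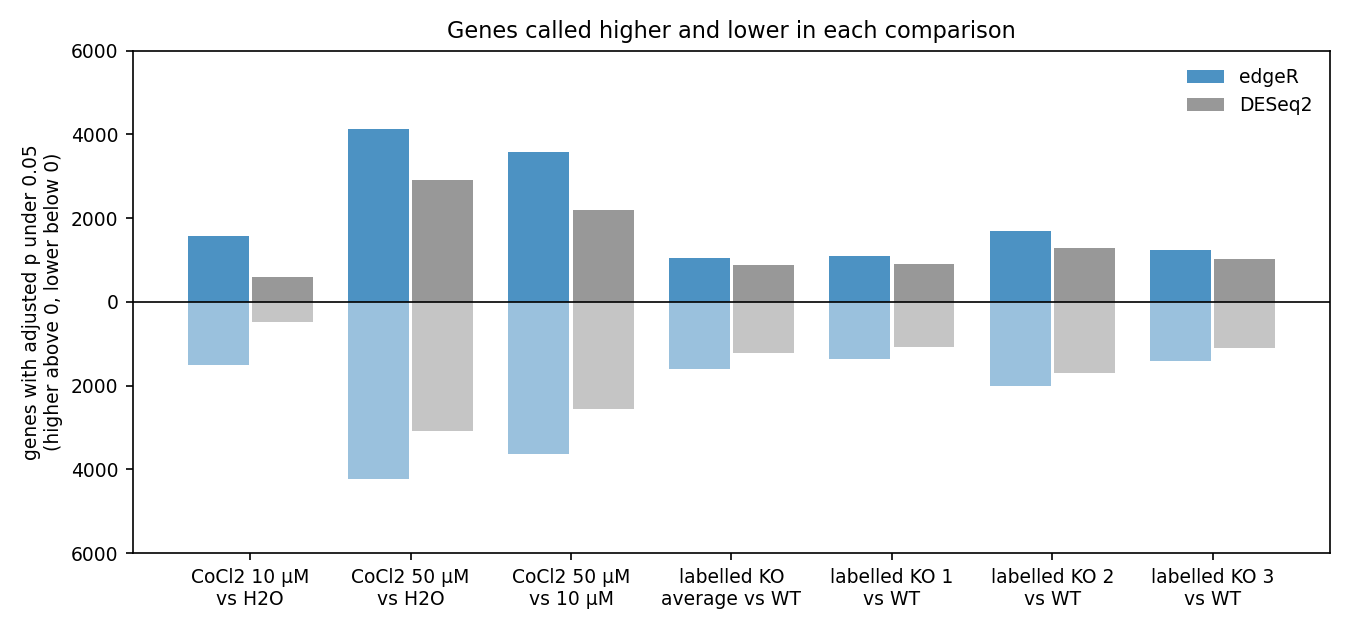
Number of genes with an adjusted p under 0.05 (vertical axis, higher above 0 and lower below 0) in 7 comparisons (horizontal axis), by edgeR in blue and DESeq2 in grey. At 10 µM CoCl2 edgeR called 3098 genes and DESeq2 1066, the widest relative gap of the 7 comparisons.

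Of the 3098 genes called at 10 µM, 2415 (78.0%) were called in the same direction at 50 µM, and for 2153 of these the change was larger at 50 µM. Another 208 were called in opposite directions at the 2 doses, and all 208 differed in the direct test between doses. Across genes, which are not independent replicates, the log2 fold changes of the 2 doses had a Pearson correlation of 0.652. Both comparisons share the H2O libraries, and simulated unchanged groups gave 0.4766 on average (0.436 to 0.5291). The same sign was seen for 71.2% of genes against 65.9% in the simulations.

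The 5 genes with the largest rise at 50 µM under the fixed rule were STXBP6, SST, SAMD11, MT2A and NUPR1. MT2A, a metallothionein gene (chromosome 16, 56608584 to 56609497, plus strand), rose from 3.57 ± 0.374 to 35.9 ± 0.253 CPM, a log2 fold change of 3.33 (SE 0.08, adjusted p 3.80e-91). SST, which encodes somatostatin (chromosome 3, 187668912 to 187670394, minus strand), rose from 0.697 ± 0.119 to 11.4 ± 0.170 CPM (log2 fold change 4.02, SE 0.15, adjusted p 3.46e-60). SAMD11 rose by 3.55 and NUPR1 by 3.29 on the log2 scale. SAMD11 overlaps NOC2L on the opposite strand, and the counting did not use strand. STXBP6 had 3 counts in the H2O libraries together and 179 at 50 µM, a ratio of 70.2 with a 95% counting interval of 23.6 to 344.

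Large falls at 50 µM were those of LARGE2 (log2 fold change -4.68), BTN1A1 (-3.05), TRIL (-2.97) and PLBD1 (-2.91). TRIL (chromosome 7, 28953358 to 28958330, minus strand) was the most abundant of them, at 46.7 ± 1.52 CPM in H2O and 5.97 ± 0.207 CPM at 50 µM (SE 0.06, adjusted p 1.65e-94). At 10 µM the largest rises were those of SEPTIN14 (1.42), TFRC (1.09), HTRA1 (0.86), MT1X (0.79) and GALNT16 (0.76). TFRC, the transferrin receptor gene (chromosome 3, 196027183 to 196082096, minus strand), rose from 417 ± 3.72 to 885 ± 0.628 CPM (SE 0.02, adjusted p 8.73e-121). The largest falls at 10 µM were those of BTN1A1 (-1.67), RCSD1 (-1.64), MGARP (-1.46), CDKN1C (-1.34) and HPGDS (-1.33). MGARP overlaps NDUFC1 on the same strand.

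Among the preset genes, CA9, a HIF target (chromosome 9, 35673918 to 35681159, plus strand), rose from 51.4 ± 1.25 CPM in H2O to 92.9 ± 2.48 CPM at 50 µM (log2 fold change 0.86, SE 0.03, adjusted p 5.36e-58). At 10 µM it was 56.2 ± 2.03 CPM (0.13, adjusted p 0.00342), a difference that DESeq2 did not call (adjusted p 0.109). CA9 overlaps ARHGEF39 on the opposite strand. MYCN (chromosome 2, 15940550 to 15947007, plus strand) was at 5240 ± 14.7 CPM in H2O, 5570 ± 10.3 CPM at 10 µM (log2 fold change 0.09, SE 0.01, adjusted p 4.10e-10) and 4500 ± 2.02 CPM at 50 µM (-0.22, SE 0.01, adjusted p 1.06e-40). HIF1A mRNA did not differ at 50 µM (-0.02, adjusted p 0.262), nor did EPAS1 (-0.36, adjusted p 0.0936). At 10 µM HIF1A was slightly higher (0.065, adjusted p 0.00122), and EPAS1 did not differ (0.269, adjusted p 0.26). At 50 µM, TET1, TET2 and TET3 rose by 0.19, 0.17 and 0.19, EZH1 by 0.41 and EZH2 by 0.22. EED did not change (0.03, adjusted p 0.588), and SUZ12 was lower (-0.08, adjusted p 0.0150) in edgeR but not in DESeq2 (adjusted p 0.121).

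Of the 7 lists, 2 were called at 50 µM by camera. HIF targets were higher (adjusted p 7.16e-14, median log2 fold change 0.28), with 27 of 35 members called higher and 4 lower (27 and 5 when adjusted over the list alone). Metal and oxidative stress genes were higher (adjusted p 1.04e-12, median 0.85), with 11 of 13 called higher and 0 lower (11 and 0 adjusted over the list alone, and 0 lower at an unadjusted p under 0.05). At 10 µM the metal and oxidative stress list was called higher (adjusted p 0.00365, median 0.12, 6 of 13 higher), and HIF targets were not called (adjusted p 0.359, median -0.06, 8 higher and 14 lower). The other 5 lists were not called by camera at either dose. Their adjusted p-values ran from 0.277 to 0.565 at 10 µM and from 0.277 to 0.632 at 50 µM. In all, camera called 5 of 21 list tests. All 5 held under fry, and 3 held when camera estimated the correlation between genes, namely the 2 calls at 50 µM and the mesenchymal call in the labelled knockouts. The metal and oxidative stress call at 10 µM did not hold with an estimated correlation (adjusted p 0.194).

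**Figure D3:**
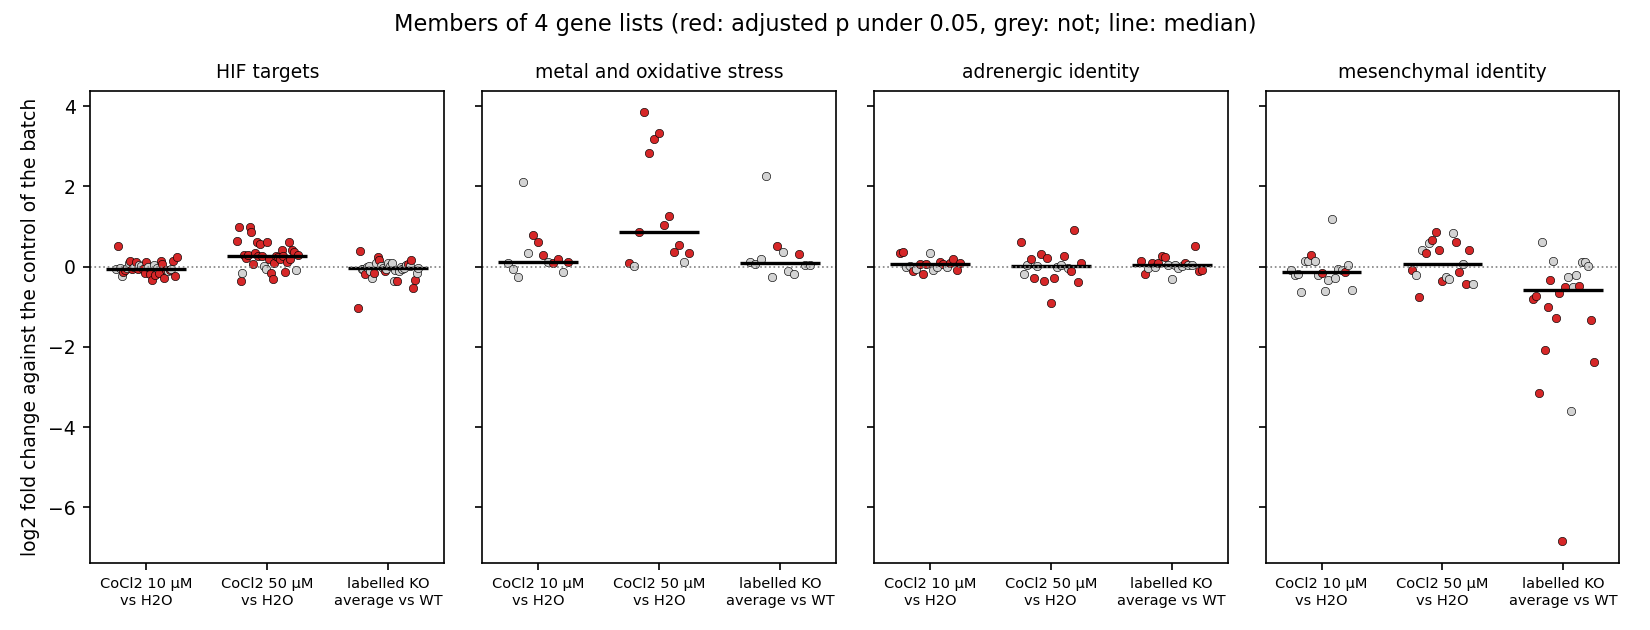
Log2 fold changes (vertical axis) of the tested members of 4 gene lists in 3 comparisons (horizontal axis), with a point per gene, red where the edgeR adjusted p was under 0.05, and a line at the median. HIF targets had a median of 0.28 at 50 µM CoCl2, and mesenchymal identity genes a median of -0.59 in the average of the labelled knockouts.

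The average of the labelled TET2 knockouts differed from WT in 2656 of 14061 genes (1060 higher, 1596 lower). Of these, 268 changed at least 2-fold, 20 higher and 248 lower. This count treats differences between the knockouts as fixed. When all 6 knockout libraries shared 1 coefficient, so that those differences entered the spread, 256 genes were called (57 higher, 199 lower). Against WT, 2462 genes were called in labelled knockout 1, 3698 in knockout 2 and 2653 in knockout 3. In the same direction in all 3, 601 genes were called (201 higher, 400 lower), while 20 simulations of unchanged groups sharing the WT libraries gave 0. Each knockout number is set against the same 2 WT libraries, so a feature of these libraries would appear in all 3 comparisons.

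The labelled knockouts also differed from each other. The direct test called 5292 genes (37.6%), with a largest pairwise log2 difference of at least 1 for 542 of them. Of 5780 genes called in at least 1 labelled knockout, 459 were called in opposite directions in different knockouts and 2051 were called in knockout 2 only. The log2 fold changes of knockouts 1 and 3 had a Pearson correlation of 0.721 across genes, against 0.467 for knockouts 1 and 2 and 0.382 for knockouts 2 and 3. Simulated unchanged groups sharing WT gave means of 0.4987, 0.5014 and 0.503 for these pairs. The values for the pairs with knockout 2 were not above those of unchanged groups, whose correlation comes from noise in the shared WT libraries. The real fold changes also hold called effects, so this comparison cannot show whether knockout 2 shares effects with the others. Among genes called in both knockouts 1 and 2, 1026 changed in the same direction and 197 in opposite directions. For knockouts 2 and 3 these numbers were 793 and 394, and for knockouts 1 and 3 they were 1356 and 30.

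The largest falls in the average of the labelled knockouts were those of PTX3 (log2 fold change -3.40), MEST (-3.33), COL3A1 (-3.16), POSTN (-3.05) and CCDC80 (-2.82). COL3A1 (chromosome 2, 188974373 to 189012746, plus strand) was at 155 ± 3.91 CPM in WT and at 18.4 ± 7.14 CPM in the 6 labelled knockout libraries (SE 0.04, adjusted p 7.80e-154). Its log2 fold changes in knockouts 1, 2 and 3 were -3.38, -2.49 and -3.59. SE and p-values of the average, those of camera included, treat such differences between the knockouts as fixed. POSTN (chromosome 13, 37562583 to 37598844, minus strand) was at 39.3 ± 0.625 CPM in WT and 4.77 ± 0.402 CPM in the labelled knockouts (n = 6, SE 0.07, edgeR adjusted p 2.98e-103). PTX3 and MEST overlap genes on the opposite strand. The largest rises were smaller, with DGKK at 1.14, SYT17 at 1.03, DCN at 0.99, CXCR4 at 0.98 and RAI2 at 0.98. DCN (chromosome 12, 91140484 to 91182824, minus strand) rose from 21.5 ± 0.0311 to 43.0 ± 5.13 CPM (n = 6, SE 0.06, edgeR adjusted p 2.08e-39). PTX3, MEST, COL3A1, DGKK, DCN and CXCR4 were the 3 largest falls and rises among the 601 genes called in all 3.

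Among preset genes, EPAS1 (chromosome 2, 46293667 to 46386697, plus strand) was lower in every labelled knockout, at 5.66 ± 0.635, 9.14 ± 0.290 and 4.52 ± 0.00903 CPM against 20.9 ± 1.39 CPM in WT (log2 fold change of the average -1.76, SE 0.08, adjusted p 1.10e-52). In H2O, the control of batch 1, EPAS1 was at 2.03 ± 0.268 CPM, below all 3 labelled knockouts. A level this low thus also occurred without a TET2 label. MYCN was lower in labelled knockout 2 alone, at 2830 ± 15.3 CPM against 4640 ± 55.7 CPM in WT (-0.72, SE 0.03, adjusted p 9.21e-71). Knockouts 1 (-0.02, adjusted p 0.643) and 3 (0.02, adjusted p 0.640) did not differ from WT in MYCN, and the 3 differed from each other (adjusted p 7.86e-79). HIF1A was lower on average (-0.12, adjusted p 6.43e-05), as was EZH1 (-0.17, adjusted p 0.0132). TET1, TET3, EZH2, SUZ12, EED and CA9 did not differ on average, with adjusted p-values from 0.113 to 0.839. Of these, TET3 was higher in knockout 2 (0.22, adjusted p 3.06e-06). It was lower in knockouts 1 (-0.11, adjusted p 0.0469) and 3 (-0.16, adjusted p 0.00166). TET1 was lower in knockout 3 alone (-0.29, adjusted p 0.000107), and EZH2 was higher in knockout 2 alone (0.15, adjusted p 0.00644). SUZ12, EED and CA9 were not called in any labelled knockout. CA9 was at 0.224 CPM in WT, so a change in it was hardly measurable at this depth.

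Mesenchymal identity genes were lower in the average of the labelled knockouts (camera adjusted p 8.08e-20, median log2 fold change -0.59), with 13 of 22 members called lower and 0 higher (16 lower and 2 higher adjusted over the list alone, and likewise at an unadjusted p under 0.05). The members with the smallest adjusted p were COL3A1, FN1 (-2.07) and COL1A1 (-0.74). In H2O, the control of batch 1, these 3 were at 3.28, 8.07 and 6.33 CPM, below every labelled knockout. Low levels of these genes thus also occurred without a TET2 label. Of 10 endothelial markers, a list written after the first results had been seen, 8 were also called lower. Adrenergic identity genes were called higher (adjusted p 0.0341), but the median was 0.04, and the call did not hold with an estimated correlation (adjusted p 0.284) or without the gene filter (adjusted p 0.0574). Metal and oxidative stress genes (adjusted p 0.0524), HIF targets (0.565), HOX genes (0.565), other developmental Polycomb targets (0.359) and neuronal differentiation genes (0.412) were not called in the average. The lists were then also tested in each labelled knockout, after the values per knockout had been seen (28 tests). Metal and oxidative stress genes were higher in knockout 2 (adjusted p 1.14e-09, median 0.56, 9 of 12 called higher) and not called in knockouts 1 (0.406) and 3 (0.138). Mesenchymal genes were lower in all 3 (8.29e-17, 1.28e-05 and 3.78e-22 for knockouts 1, 2 and 3), adrenergic genes higher in knockout 1 (2.73e-05) and neuronal genes higher in knockout 3 (0.0144). With an estimated correlation, the metal and oxidative stress call (0.0196) and the mesenchymal calls of knockouts 1 and 3 held (both 0.0196), while those of mesenchymal genes in knockout 2 (0.0876), adrenergic genes (0.0815) and neuronal genes (0.235) did not. Of 15 HOX genes, 0 were called in the average and 1 had an unadjusted p under 0.05, and HOXC4 had the smallest adjusted p of the list (0.159).

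The response to 50 µM CoCl2 and the difference between the labelled knockouts and WT were set side by side over 13373 genes tested in both batches. Spearman's rho across genes, which are not independent, was 0.150 for the average, and 0.0553, 0.293 and -0.0277 for knockouts 1, 2 and 3. Of the genes called in both (1857, against 1569 expected), 65.1% changed in the same direction. For knockout 3 this share was 47.5% of 1856 genes (1566 expected), and for knockout 2 it was 75.9% of 2658 (2223 expected). For knockout 1 it was 56.8% of 1712 (1451 expected). An excess of shared calls thus also occurred for knockout 3, where directions were not shared. The excess by itself does not show a similar response. These contrasts share no libraries, and the difference between the 3 values of rho was not tested.

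The controls of the batches differed widely. H2O and WT, both without CoCl2 and not labelled as edited, differed in 10855 of 14493 genes, 2936 of them at least 2-fold. HIF targets were higher in H2O for 33 of 35 members (median log2 difference 1.55), and mesenchymal identity genes were lower in H2O (median -1.36, 14 lower and 4 higher of 21). Each control is in 1 batch only, so batch and culture cannot be told apart. The count includes 158 genes at much lower levels in batch 2 than in batch 1, among them 10 pseudoautosomal genes whose sequence lies on both X and Y.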

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

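All tests of technical explanations in this part were chosen after the results had been seen, as were the list tests, while the tests of genes that differ among the labelled knockouts and between the doses were planned.

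The 3 labelled TET2 knockouts differed from each other in 5292 genes by edgeR's test of the difference itself. Depth differed little between the batch 2 libraries, with totals of 52095024 to 59263320. After thinning every batch 2 library to the lowest total, 5273 genes were called. With totals this close, thinning could change little, so it is a weak test. A trend with GC content or gene length was tested with offsets for both, and 4416 of the genes remained called. Such a trend does not account for the difference as a whole, and the narrow range of totals leaves little room for an effect of depth. What stays open is that each knockout number is 1 line or pool with 2 libraries, so an effect of the edit, a difference in culture or selection and a library effect cannot be told apart. For the mesenchymal genes, the median of the list in H2O minus WT, both not labelled as edited, was -1.36, so a shift of this size also occurred without a TET2 label.

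Of 41 genes named for the labelled knockouts and tested, 33 differed among them. The largest minus the smallest log2 fold change was 3.76 for MT1F, 2.15 for DLX1, 1.30 for FN1, 1.22 for MT1X, 1.17 for SYT17, 1.10 for COL3A1, 1.06 for TBX2, 1.02 for EPAS1, 0.83 for HAND1, 0.75 for TBX20 and 0.74 for MYCN. It was 0.72 for CCDC80, 0.72 for WT1, 0.63 for MEST, 0.63 for COL1A1, 0.58 for AK4, 0.53 for SLC2A3, 0.47 for SLC30A1, 0.45 for NEFL, 0.44 for HOXD8, 0.38 for TET3, 0.38 for DCN, 0.32 for TET2, 0.31 for GATA3, 0.31 for HOXC10, 0.28 for TET1, 0.26 for ENO2, 0.24 for HOXC4, 0.21 for CXCR4, 0.20 for CHGB, 0.18 for CHGA, 0.18 for HIF1A and 0.15 for EZH2. The value for MT1F is that of knockout 2, with 78 and 62 counts, over knockout 3, with 8 and 2. The change of MT1F in the average against WT is another matter. WT held 6 counts in replicate 1 and 0 in replicate 2, and without WT replicate 1 this change moved from 2.26 to 6.90, so its size is not determined.

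Metal and oxidative stress genes were higher in labelled knockout 2 than in the mean of knockouts 1 and 3 (camera adjusted p 1.14e-09 over 28 tests, 0.0196 with an estimated correlation, median log2 difference 0.742, 10 of 12 called higher, 0 lower, and 0 lower at an unadjusted p under 0.05). The median was the same with MT1G, which had 0 counts in knockout 3, set to 3 counts there. With 136 and 116 counts in the knockout 2 libraries, MT1G stayed above the median either way. The unchanged median is therefore no test of the value. MT2A, outside the rule for named genes in this comparison, was at 3.41 CPM in WT and at 2.96, 11.8 and 2.38 CPM in knockouts 1, 2 and 3. With offsets for GC content and length the median was 0.72, so such a trend does not account for it. An effect of the edit in this line and a difference in culture remain, and neither was tested. In the same comparison, mesenchymal genes were higher (camera adjusted p 4.05e-07, median 0.587, 14 of 22 called higher, 3 lower). Neuronal genes were lower (camera adjusted p 0.000518, median -0.191, 13 of 20 called lower, 3 higher). With an estimated correlation, the mesenchymal (0.0764) and neuronal (0.113) calls did not hold.

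MYCN was lower in labelled knockout 2 and not in the other two. A few genes taking more of the counts is argued against, since the 10 most abundant genes other than MYCN took at most 4.47% of counts in a labelled knockout 2 library, and at least 4.58% in each other library of batch 2. Loss of copies of the MYCN amplicon would lower amplified neighbours too. DDX1, which lies next to MYCN, had a log2 fold change of -0.14 in knockout 2, -0.13 in knockout 1 and -0.08 in knockout 3, and did not differ among them (edgeR adjusted p 0.224). Whether DDX1 is amplified in this line cannot be read from the counts, so copy loss restricted to MYCN and lower transcription cannot be told apart. Both may apply.

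Of the genes called at both doses of CoCl2, 208 changed in opposite directions and differed between the doses. A hypothesis came from HMGCS1, a sterol synthesis gene noticed among them, which is outside the rule for named genes. Its log2 fold change was 0.29 at 10 µM and -1.04 at 50 µM. A sterol synthesis list without HMGCS1 was then tested with camera. It was higher at 10 µM (adjusted p 6.88e-10, median log2 fold change 0.09, 12 of 17 called higher, 0 lower) and lower at 50 µM (adjusted p 2.90e-31, median -0.55, 17 of 17 called lower, 0 higher). At an unadjusted p under 0.05, 0 members were lower at 10 µM and 0 higher at 50 µM. In the average of the labelled knockouts, 15 of the 17 were lower at an unadjusted p under 0.05. With offsets for GC content and length the median at 50 µM was -0.57, which argues against such a trend. The values are consistent with sterol synthesis genes moving in opposite directions at the 2 doses, as a hypothesis from the same data. The rise at 10 µM was small, and its cause was not tested.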

How the results depend on the processing

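Fits without the dispersion floor, with batch 2 counts divided by 2 and with offsets for GC content and length were chosen after seeing the data, and the other alternatives in this part were planned.

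No result changed direction under an alternative while being called. Of the recomputed counts of genes, 143 lay within 1.5 times the reported count and 15 did not. With DESeq2, 1066 genes were called at 10 µM CoCl2 against 3098, and 4758 between the doses against 7198. All 1066 were also called by edgeR. DESeq2 gave no adjusted p to 5615 genes at 10 µM, but only 185 of the 3098 were among these, so its filtering explains little of the gap. With all 14 libraries in 1 fit the counts were 796 at 10 µM and 4674 between the doses. That fit used a dispersion of 0.000327 in place of 0.0001001, since the batch 2 replicates differ more. The count at 10 µM therefore depends on how the spread is estimated. It ranged from 796 to 3291 over all alternatives apart from the fold threshold, while that at 50 µM ranged from 6006 to 8378.

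With 1 coefficient for all 6 labelled knockout libraries, 256 genes were called for the average against 2656. By construction, differences between the labelled knockouts then enter the spread. With an absolute log2 fold change of at least 1 also required, the counts were 62 at 10 µM, 635 at 50 µM, 327 between the doses, 268 for the knockout average, 311 for knockout 1, 311 for knockout 2, 346 for knockout 3, 2936 between the controls, 542 among the knockouts and 84 for all 3 knockouts alike. Most called changes were thus under 2-fold. Leaving out a labelled knockout gave 2492, 2793 and 2951 genes for the average without knockout 1, 2 and 3.

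Normalization with DESeq2 size factors, the other gene filters, the other quasi-dispersion settings, the fits of 4 libraries, the missing dispersion floor, the divided batch 2 counts and the GC content and length offsets kept every count within 1.5 times. DESeq2, its size factors and the offsets moved the share of higher calls by at most 3.9 percentage points (DESeq2 at 10 µM) and the median of all genes by at most 0.0139. The fit of all 14 libraries moved the share of higher calls more, from 39.9% to 46.9% for the knockout average (1757 higher, 1991 lower) and from 44.5% to 51.3% for knockout 1 (1813 higher, 1722 lower), and without knockout 2 that of the average was 47.8%. Which direction held more calls also changed for knockout 3 in that fit (1912 higher, 1887 lower) and at 10 µM in that fit (396 and 400), without the gene filter (1270 and 1330) and with the offsets (1506 and 1570), between the controls with the offsets (5321 and 5407), and with the fold threshold at 10 µM (18 and 44) and between the doses (197 and 130). Fits that left out 1 library gave a count only where no compared group was left with 1 library, so the counts against H2O and WT have no test of their own libraries.

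Replicate numbers did not pair the libraries. The correlation of deviations between same-numbered libraries was -0.085 to 0.017 in batch 1 and -0.20 to 0.16 in batch 2. With the replicate number as a block (replicate block), the counts were 2968, 8303 and 7113 for 10 µM, 50 µM and between the doses, 2458, 2228, 3502 and 2458 for the knockout average and knockouts 1, 2 and 3, 5054 among the knockouts and 540 for all 3 alike. It changed no call of a list or named gene.

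Spearman's rho between the 50 µM effect and the knockout average was 0.150. It was 0.181 over genes with a mean of at least 1 CPM and 0.201 over genes called in at least 1 of the contrasts. It ranged from 0.124 to 0.154 over the 14 fits that each left out a library, the lowest without WT replicate 2.

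Of the list tests, fry called 10 that camera did not. These were at 10 µM HIF targets (lower, adjusted p 0.00725), adrenergic (0.0337) and neuronal genes (0.00725). At 50 µM they were HOX (0.0106), adrenergic (0.00869), mesenchymal (0.0041) and neuronal genes (0.00562). In the knockout average they were metal and oxidative stress (0.013), HOX (0.0337) and Polycomb target genes (0.0295). By construction, fry tests whether a list changed at all, and camera whether it changed more than other genes. With an estimated correlation, the calls of metal and oxidative stress genes at 10 µM (0.194) and adrenergic genes in the knockout average (0.284) were lost, and the latter also without the gene filter (0.0574). The estimates were -0.0339 for the former and 0.0299 for the latter, against the preset 0.01. The former loss is therefore not due to correlation between the members. Medians of lists moved by more than the replicate spread in 17 cases when 1 library was left out, all of them in the CoCl2 comparisons, and by less in 123. In lists not called by camera, 3 medians changed sign. That of neuronal genes at 50 µM went from 0.07 to -0.02 without H2O replicate 1, that of Polycomb targets at 10 µM from 0.072 to -0.00355 without H2O replicate 2, and that of Polycomb targets at 50 µM from 0.00737 to -0.00953 without 50 µM replicate 1 (and to 0.211 without replicate 2).

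Among named genes, 9 calls were lost with DESeq2, 1 with DESeq2 size factors, 1 with the offsets and 1 without the dispersion floor. DESeq2 gave no adjusted p to 9 others, 7 of them called by edgeR. No cause was tested for the lost calls. At these depths, 2 libraries per group recovered most simulated 2-fold changes, and the depth limits mainly genes with few counts, such as STXBP6 and CA9 in the groups where they are near 0.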

Other observations

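The tests of explanations in this part were chosen after the results had been seen, as were the fibroblast and endothelial marker lists. The fold change of TET2 and the genes called in all labelled knockouts come from planned comparisons. The mesenchymal and HIF target lists were named before the data were examined.

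TET2 mRNA was not lower in the labelled knockouts, with a log2 fold change of the average of 0.23. Whether the labelled knockout libraries are unedited cells stays open. In all 3 comparisons, 601 genes were called in the same direction, but all 3 share the same 2 WT libraries, and unedited cells cultured apart from WT would also differ from it. An edit that leaves the transcript in place may explain the value of 0.23, but this needs reads over the edited site, so such an edit and a missing edit cannot be told apart.

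The fall of mesenchymal genes in the labelled knockouts was examined for a change in the mixture of cells. With offsets for GC content and length the median of the list was -0.57, so such a trend does not account for it. Fibroblasts mixed into WT would bring COL1A2 along with COL1A1. COL1A2 had 0 counts in the WT libraries, which allows 3 fragments at most by counting error, while COL1A1 was at 64.8 CPM. DCN, another fibroblast marker, was higher in the labelled knockouts. Of 12 fibroblast markers, 3 are also in the mesenchymal list, 10 were at 1 CPM or more in WT and 8 in H2O. In the average of the labelled knockouts 7 of the 12 were called lower, among them POSTN (log2 fold change -3.05), PDGFRA (-1.96) and PDGFRB (-0.92), and 1 higher. Fibroblasts in WT would explain these falls, but not the absence of COL1A2. One minority cell type at a lower share than in WT stays open. In at least 1 of the 3 pairs, 3 members moved against the majority by edgeR's test, with COL1A1 and SOX9 lower in knockout 2 than in knockout 1 where 9 others were higher. The third, CD44, was higher in knockout 3 than in knockout 1 where 2 others were lower. Such moves do not decide it, since cells in WT that are nearly gone from all 3 labelled knockouts would leave them to the other cells.

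Endothelial cells mixed into WT remain open. Of 10 endothelial markers, 8 were at 1 CPM or more in WT and 1 in H2O, none is in the mesenchymal list, and 8 were called lower in the average of the labelled knockouts. PECAM1 was at 2.77 CPM in WT and 0.102 CPM in the labelled knockouts, CDH5 at 4.55 and 1.02 CPM and KDR at 2.73 and 0.504 CPM. The other 2 markers, VWF and CLDN5, were under 1 CPM in WT and did not change. A few endothelial cells in WT and an endothelial-like program in a part of the WT neuroblastoma cells cannot be told apart here. Either may contribute to the falls against WT, since all 3 labelled knockouts share these 2 WT libraries.

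Low counts of batch 2 were mostly even, with a lowest share of 77.3%. This is consistent with each read of a pair counted on its own, as the version of the counting program and its options imply. Mitochondrial genes had a summed count of 0 in batch 1, which is consistent with mitochondrial reads left out before counting in batch 1. Of 12229 genes at 1 CPM or more in batch 1, 158 were more than 10-fold lower in batch 2. Among them were 10 of 10 expressed pseudoautosomal genes (100%), against 4 of 407 other X genes (0.983%, Fisher's exact test, two-sided p 2.55e-17). Reads lost to second copies of the same sequence in the batch 2 alignment are a candidate explanation, since these genes lie on both X and Y. All 158 genes were among those called between H2O and WT, so that count may include differences of the alignment.

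HIF targets were higher in H2O than in WT by a median of 1.55 on the log2 scale. Batch, culture density, passage and the vehicle cannot be told apart, since each control is in 1 batch. MYC, chosen after its values were seen, had 0 counts in H2O and was at 3.56 CPM in WT.

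The batch 1 replicates had a chi-square per gene as low as 1.23. Replicates that share a culture or an RNA sample would give such a value, and so would closely matched cultures, and these cannot be told apart without a record of the cultures.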
